# Kidney Specific Protein-Positive Cells Derived from Embryonic Stem Cells Reproduce Tubular Structures *In Vitro* and Differentiate into Renal Tubular Cells

**DOI:** 10.1371/journal.pone.0064843

**Published:** 2013-06-03

**Authors:** Ryuji Morizane, Toshiaki Monkawa, Shizuka Fujii, Shintaro Yamaguchi, Koichiro Homma, Yumi Matsuzaki, Hideyuki Okano, Hiroshi Itoh

## Abstract

Embryonic stem cells and induced pluripotent stem cells have the ability to differentiate into various organs and tissues, and are regarded as new tools for the elucidation of disease mechanisms as well as sources for regenerative therapies. However, a method of inducing organ-specific cells from pluripotent stem cells is urgently needed. Although many scientists have been developing methods to induce various organ-specific cells from pluripotent stem cells, renal lineage cells have yet to be induced *in vitro* because of the complexity of kidney structures and the diversity of kidney-component cells. Here, we describe a method of inducing renal tubular cells from mouse embryonic stem cells via the cell purification of kidney specific protein (KSP)-positive cells using an anti-KSP antibody. The global gene expression profiles of KSP-positive cells derived from ES cells exhibited characteristics similar to those of cells in the developing kidney, and KSP-positive cells had the capacity to form tubular structures resembling renal tubular cells when grown in a 3D culture in Matrigel. Moreover, our results indicated that KSP-positive cells acquired the characteristics of each segment of renal tubular cells through tubular formation when stimulated with Wnt4. This method is an important step toward kidney disease research using pluripotent stem cells, and the development of kidney regeneration therapies.

## Introduction

Chronic kidney disease (CKD) is becoming a major global health care problem, placing a major economic strain on the health care system. Embryonic stem (ES) cells [1] and induced pluripotent stem (iPS) cells [2] have the ability to differentiate into various organs and tissues and are regarded as new tools for the elucidation of disease mechanisms as well as sources for regenerative therapies [3]. To achieve these innovative studies and therapies, however, a method of inducing organ-specific cells from pluripotent stem cells is urgently needed. In particular, renal tubular cells have not yet been successfully induced *in vitro*.

Kim et al. reported that a combination of retinoic acid, Activin, and BMP7 promoted mouse ES cells to differentiate into intermediate mesoderm and that mouse ES cells induced to differentiate using these three factors contributed to tubular epithelia when injected into mouse embryonic kidneys [4]. Similarly, Vigneau et al. showed that Activin enhanced the differentiation of mouse ES cells toward a mesoderm phenotype and that Brachyury-positive cells derived from mouse ES cells were capable of integrating into proximal tubules when injected into mouse embryonic kidneys [5]. Additionally, a number of studies tested many differentiation factors capable of promoting the differentiation of ES cells toward renal lineage cells [6]–[9].

However, a means of purification of renal tubular cells from differentiated pluripotent stem cells remains to be elucidated. Previously, we succeeded in inducing vascular cell differentiation from ES cells via the purification of Flk-1 positive cells [10]–[13], and we have also been attempting to differentiate pluripotent stem cells toward renal lineage cells. We recently found that Activin enhances the expression of kidney specific protein (KSP) in mouse ES and iPS cells [14]. KSP is a cadherin and is exclusively expressed in the kidneys. In the kidneys, KSP is expressed in the ureteric buds, developing nephrons, mesonephric tubules, Bowman’s capsules, proximal tubules, loops of Henle, distal tubules and collecting tubules [15]. Therefore, Activin is thought to enhance the differentiation of mouse ES and iPS cells toward renal tubular cells, although a method of purifying renal lineage cells from differentiated pluripotent stem cells is still needed. KSP is expressed on the cell membranes; therefore, we created a mouse monoclonal antibody against the extracellular domain of KSP and purified KSP-positive cells from differentiated mouse ES cells.

## Methods

### Culture of Undifferentiated Murine ES Cells

The mouse ES cell line, CAG-GFP EB3 was maintained as previously reported [14]. EB3 was kindly provided by Dr. Niwa (Riken Center for Developmental Biology, Kobe, Japan).

### Renal Differentiation of Mouse ES Cells and Co-culture with NIH3T3-Wnt4

To initiate the differentiation of mouse ES cells, ES cells were transferred onto 100-mm ultra low attachment culture dishes (Corning), and embryoid bodies were formed for three days. On day three of the differentiation, the embryoid bodies were transferred onto gelatin-coated cell culture dishes (Becton Dickinson) and the cells were cultured for an additional 15 days. The basal differentiation medium consisted of Dulbecco’s modified Eagle’s medium (DMEM, GIBCO), 10% FCS, and 0.1 mM 2-mercaptoethanol. Inducing factors were added separately or in combination, i.e., recombinant human/mouse/rat Activin (10 ng/mL, 338-AC; R&D Systems), recombinant mouse HGF (1, 10, 50 ng/mL, 2207-HG; R&D Systems), and recombinant mouse IGF-1 (5, 10, 100 ng/mL, 791-MG; R&D Systems).

NIH3T3-Wnt4, which was kindly provided by Dr. McMahon (Harvard Stem Cell Institute) was maintained in DMEM supplemented with 10% FCS [16]. NIH3T3-Wnt4 cells were expanded in culture dishes after being mitotically inactivated by mitomycin C (10 µg/mL) for three hours, and Matrigel (Becton Dickinson) was placed on inactivated NIH3T3-Wnt4. The KSP-positive cells were transferred onto Matrigel in Renal Epithelial Cell Growth Medium BulletKit (REGM, Lonza).

### Flow Cytometry

Mouse ES cells were collected with Trypsin-EDTA, and were subsequently treated with 0.2% collagenase type IV (GIBCO). The cells were mechanically dissociated by pipetting after incubation at 37°C for 15 min. The dissociated cells were transferred onto ultra low attachment culture dishes after replacing the medium with the basal differentiation medium, and the cells were incubated for 45 min in the basal differentiation medium at 37°C. The cells were collected into Falcon tubes and were washed with PBS twice. The cells were then treated with rat anti-mouse CD16/CD32 (Becton Dickinson) at 10 µg/mL for 20 min on ice. After that, the cells were washed with PBS containing 0.1% BSA twice, and were subsequently labeled with our anti-KSP antibody at 0.08 mg/mL for 30 min on ice. The cells were washed with PBS containing 0.1% BSA twice and were tagged with streptavidin-Alexa Fluor 647 (Invitrogen) at 0.01 mg/mL for 20 min on ice. The cells were dissociated in the basal differentiation medium supplemented with propidium iodide (Sigma), and the remaining cell aggregates were removed using a 40 µm nylon cell strainer (Becton Dickinson). The cells were analyzed and sorted using MoFlo XDP (Beckman Coulter). Cells were gated using side scatter and forward scatter, and dead cells were excluded using propidium iodide. The threshold of KSP was set according to the signal intensity of negative control samples that were incubated with no antibody and samples that were incubated with 2nd antibody (streptavidin-Alexa Fluor 647).

### RNA Extraction, cDNA Synthesis, PCR and Real-time PCR

Total RNA was isolated using RNeasy Mini kit (QIAGEN) according to the manufacturer’s instructions. Potentially contaminating genomic DNA was digested using DNase (QIAGEN). cDNA was synthesized using High-Capacity cDNA Reverse Transcription Kits (Applied Biosystems). PCR was performed with GoTaq (Promega). Real-time PCR was performed using TaqMan Fast Universal PCR Master Mix (Applied Biosystems) and Step One Plus Real-Time PCR systems (Applied Biosystems) in triplicate. The expression levels were normalized against GAPDH. Sequences of primers and probes were as follows; KSP probe- CTATCGCTGCCAGGGTGCCCAAGA, F- ATGCCCACGAAACTGTCAGC, R- TGCGTGAACACAAGAATGAGAATG; GAPDH probe- TGGTCACCAGGGCTGCCATTTGCA, F- TGAAGGTCGGTGTGAACGG, R- CCATGTAGTTGAGGTCAATGAAGG; Osr1 F- GTGACCAAGCTATCCCCAGA, R- CCAAGGGATTTTGTTGCTGT; AQP1 F- TGGCCGCAATGACCTGGCTC, R- ATGCCCAGGCCAAGCCTCCT; AQP2 F- CACATCAACCCTGCTGTGAC, R- TGTAGAGGAGGGAACCGATG; AQP3 F- TGGCTGGCCAGGTGTCTGGT, R- TGCCGGCCAGTCGTGAAGAC; Megalin F- ACTTGCTACGGGATGTGACC, R- AGGCAATGCCATCAGTAACC; Uromodulin F- TCCGTGGAGGGGACTTGCGA, R- CAGGGCACTGACCATGGGCTGTA; Slc12a3 F- CGTGGTGCCGGCCTACGAAC, R- AGGTGCCACCCGACTTGACCTT; Podocalyxin F- ATGGCGTCTACAGTGGGAAC, R- GGTCCTCATTGACCTCTGGA.

### Immunohistochemistry and Immunocytochemistry

Mouse kidney and small intestine were fixed with 4% paraformaldehyde, and were subsequently immersed in 30% (w/v) sucrose. Samples were blocked in PBS containing 5.0% (v/v) BSA after slides were made with a cryostat, and were subsequently incubated with our anti-KSP antibody, anti-AQP1 antibody (Santa Cruz), anti-Megalin antibody kindly provided by Dr. Sekine (Tokyo Metropolitan Institute of Medical Science, Japan) [17], anti-E-cadherin antibody (Abcam) and anti-AQP2 antibody (Sigma). Alexa Fluor 488 and 594 (Invitrogen) were used as a second antibody. Nuclei were stained with DAPI (Invitrogen). Pictures were taken with TCS-SP5 (Leica) and Olympus IX81.

Mouse ES cells were stained at day 18 of the differentiation with Activin (10 ng/mL) after fixation with 4% paraformaldehyde. The samples were blocked in PBS containing 5.0% BSA and were incubated with our anti-KSP antibody conjugated with biotin and anti-E-cadherin antibody (Cell Signaling). Streptoavidin-Cy5 (Beckman Coulter) and Alexa Fluor 594 (Invitrogen) were used for the detection of KSP and E-cadherin respectively.

KSP-positive and KSP-negative cells were stained on the day after the flow cytometry. The samples were treated with Endogenous Avidin/Biotin Blocking System (Abcam) and were subsequently blocked in PBS containing 5.0% BSA and 0.1% Triton. The samples were incubated with our anti-KSP antibody conjugated with biotin, anti-human specific mitochondria antibody conjugated with biotin (Abcam), anti-Megalin antibody, anti-AQP2 (Alomone Labs) or anti-Podocalyxin (R&D) antibodies. Streptavidin-Phycoerythrin (Beckman Coulter) or Alexa Fluor 594 was used for detection.

### Microarray

Total RNA was purified using RNeasy Mini kit (QIAGEN). Hybridizations were performed using Mouse Genome 430 2.0 Array (Affymetrix). The data analysis was performed using GeneSpring (Agilent). The microarray data files were deposited in the Gene Expression Omnibus (KSP-positive or -negative cells derived from mouse embryonic stem cells, GSE40694).

### Microinjection

E13.5 mouse embryonic kidneys were harvested under a stereomicroscope. KSP-positive cells derived from CAG-GFP EB3 were suspended in PBS at 1×10^8^ cells/mL after flow cytometry and were subsequently injected into mouse embryonic kidneys with Cell Tram Air 5176 (Eppendorf) using Transfer Tip (930001040, Eppendorf) and Micromanipulator 5171 (Eppendorf) under Zeiss Axiovert 135 inverted light microscope (Carl Zeiss). Approximately 10 to 20 nL of the cell suspension (1000 to 2000 cells) were microinjected beneath the renal capsules.

### Animal Experiment

Animal experiments were conducted in accordance with guidelines set by Laboratory Animal Center at Keio University School of Medicine. The protocol was approved by the Experimental Animal Committee in Keio University (Permit Number: 08090). All efforts were made to minimize suffering.

### Statistical Analysis

The results are given as the mean ± SD. A statistical analysis of the data was performed using a *t*-test or ANOVA, followed by a Tukey’s post-hoc test. P<0.05 was considered significant.

## Results

### Mouse Monoclonal Antibody Against the Extracellular Domain of KSP

The antigenicity of mouse KSP was analyzed using Epitope Adviser Lite software, and we synthesized three peptides that were expected to be located on the surface of the extracellular domain of KSP. Mice were immunized with these three peptides, and hybridomas were generated. We selected one clone that produced an antibody useful for flow cytometry after performing an evaluation using a mouse ureteric bud cell line kindly provided by Dr. Barasch (Columbia University). The antibody was conjugated with biotin to reduce the number of false-positive results. Immunofluorescent staining of mouse neonatal kidney tissue was then performed using the original anti-KSP antibody, anti-AQP1 antibody, anti-Megalin antibody, anti-E-cadherin antibody and anti-AQP2 antibody. Bowman’s capsules, the proximal to distal tubule cells, and the collecting ducts were stained by our anti-KSP antibody (Fig. 1a, b), and KSP-positive cells were co-localized with AQP1- and Megalin-positive cells which represent proximal tubules, E-cadherin-positive cells which represent distal tubules and collecting ducts, and AQP2-positive cells which represent collecting ducts. These results were consistent with those of previous reports [15], [18], [19]._ENREF_1 To test the cross-reactivity of our anti-KSP antibody to other cadherins, mouse small intestine was stained with anti-E-cadherin antibody and our anti-KSP antibody. KSP-cadherin is closely resemble liver-intestine cadherin (cadherin 17) which is abundantly expressed in small intestine [20]. However, our anti-KSP antibody did not show any positivity in small intestine, although E-cadherin was positive in small intestine (Fig. 1c).

**Figure 1:**
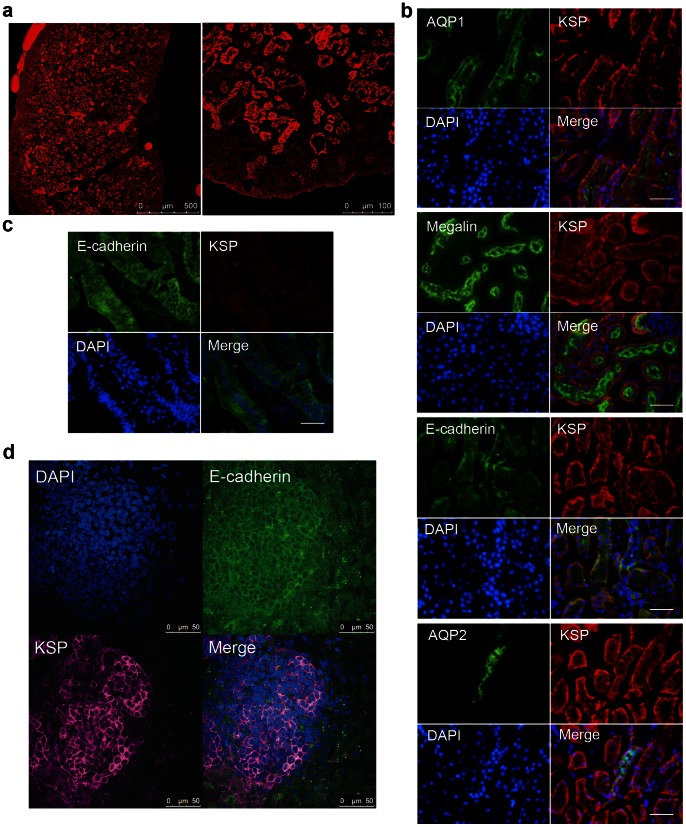
Immunohistochemistry and immunocytochemistry was performed using our original anti-KSP antibody. (a) Mouse neonate kidney stained with our anti-KSP antibody. The left picture is a low magnification, and the right picture is a high magnification. A micron scale is shown at the lower right corner. (b) Mouse kidney stained with our anti-KSP antibody, anti-AQP1 antibody, anti-Megalin antibody, anti-E-cadherin antibody and anti-AQP2 antibody. Scale bar, 400 µm. (c) Mouse small intestine stained with anti-E-cadherin antibody and our anti-KSP antibody. Scale bar, 400 µm. (d) Mouse ES cells stained using our anti-KSP antibody and anti-E-cadherin antibody after 18 days of differentiation with Activin (10 ng/mL).

### KSP-positive Cells Derived from Mouse ES Cells

The mouse ES cell line, EB3 [21], was differentiated through 3 days of embryoid body formation; Activin (10 ng/mL) was added to the differentiation medium throughout the differentiation period. On day 18 of the differentiation, the mouse ES cells were stained with our original anti-KSP antibody and anti-E-cadherin antibody. Our anti-KSP antibody stained the cell surface of the differentiated ES cells, and these KSP-positive cells were also weakly positive for E-cadherin (Fig. 1d). The population of KSP-positive cells was very small, and KSP-positive cells formed cell aggregations scattered along the periphery of the embryoid bodies.

CAG-GFP EB3 [21], which consists of EB3 ubiquitously expressing GFP (green fluorescent protein) with a CAG (cytomegalovirus immediate early gene enhancer, chicken β-actin promoter and rabbit β-globulin polyA signal) promoter was differentiated with (Activin 10 ng/mL) through 3 days embryoid body formation. On day 18 of the differentiation, the KSP-positive cells were counted using flow cytometry with our anti-KSP antibody after the exclusion of dead cells using propidium iodide (Fig. 2a). The KSP-positive cells comprised about 1% to 1.5% of the total cells. The KSP-positive and GFP-negative fraction (Fig. 2a, Q3) was considered to correspond to the dying cells, so the KSP and GFP double positive cells (Fig. 2a, Q2) and the KSP-negative and GFP positive cells (Fig. 2a, Q1) were purified using flow cytometry.

**Figure 2:**
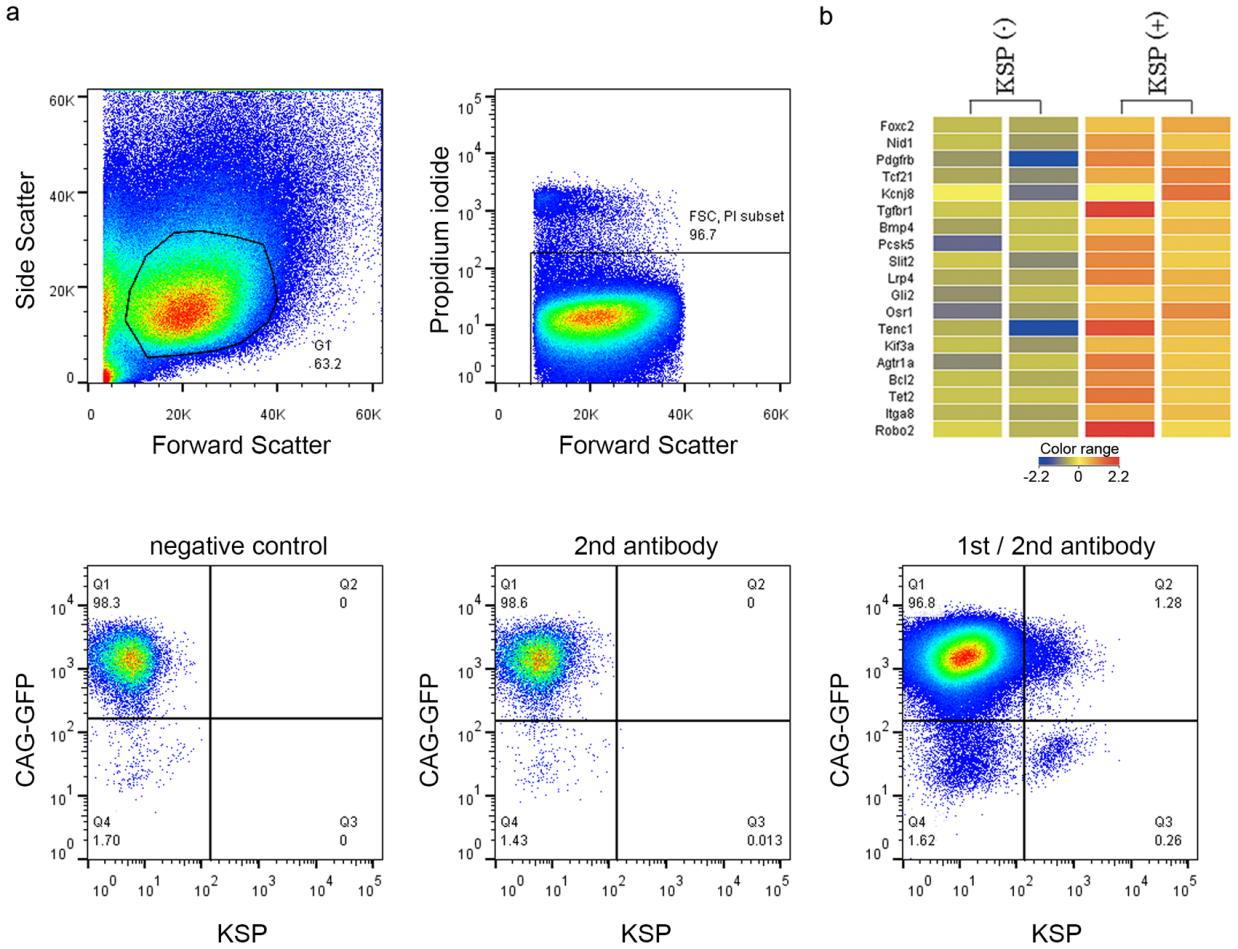
KSP-positive cells derived from mouse ES cells showed the characteristics of developing kidneys. (a) Flow cytometry for KSP in CAG-GFP EB3 on day 18 of the differentiation. Cells were gated using side scatter and forward scatter, and dead cells were excluded using propidium iodide. Negative control: Cells incubated with no antibody. 2nd antibody: Cells incubated with only streptavidin-Alexa Fluor 647. 1st/2nd antibody: Cells incubated with anti-KSP antibody and streptavidin-Alexa Fluor 647. (b) Heat map of kidney development (GO:0001822) for KSP-positive and KSP-negative cells derived from CAG-GFP EB3. The microarray data was deposited in the Gene Expression Omnibus (GSE40694, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE40694).

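The genes of the heat map had higher mean signals in KSP-positive than in KSP-negative cells. Pdgfrb, the receptor for PDGF-B on pericytes and stromal cells, had a log2 signal of 11.78 ± 0.08 (SD, n = 2) in KSP-positive cells and 9.97 ± 0.09 (SD, n = 2) in KSP-negative cells, a 3.50-fold rise (adjusted p = 0.0147 from limma). Tcf21, a transcription factor of the renal mesenchyme and of podocytes, was 3.14-fold higher (adjusted p = 0.0331). Itga8, the integrin chain through which the metanephric mesenchyme binds nephronectin, had a log2 difference of 1.22 (standard error 0.33, adjusted p = 0.0737, and 0.0231 with the replicate number as a block).
Of the 19 genes, 18 passed the filter, and each of these was higher in both KSP-positive arrays than in both KSP-negative arrays. Their log2 differences ran from 0.27 for Tgfbr1, a TGF-beta receptor, to 2.26 for Tns2, a focal adhesion protein, and 13 were more than 2-fold higher. Tns2 had 1 KSP-negative array at the floor, so the size of its difference depends on the floor. Its adjusted p was 0.0822, 0.0147 with the values as deposited and 0.0208 with the replicate number as a block. Without KSP-negative replicate 1 the difference of Tns2 was 2.83. At an adjusted p under 0.05, 2 genes rose, Pdgfrb and Tcf21 (14 when adjusted over the list alone, which is not independent evidence because the study chose these genes on these samples). Robo2, the receptor of Slit2, had a log2 difference of 2.01 but a SD of 1.94 between the KSP-positive replicates (adjusted p = 0.184). Its adjusted p was 0.0287 with the values as deposited and 0.0481 with the replicate number as a block. The KSP-positive replicates 1 and 2 had log2 signals of 8.50 and 5.76, and without replicate 2 the difference of Robo2 was 3.38. Slit2 itself had a difference of 1.33 (adjusted p = 0.0846, and 0.0186 with the replicate number as a block). The difference of Slit2 was 1.66 without KSP-positive replicate 2 and 1.62 without KSP-negative replicate 1. Nid1, with a difference of 1.22 (adjusted p = 0.0761), passed with the values as deposited (0.0286) and with quantile normalization (0.0406). Bmp4 and Tet2 (adjusted p = 0.118 and 0.133) passed with the replicate number as a block (0.0423 and 0.0388). Each of the 19 genes was more than 2-fold higher on at least 1 of its probe sets when no filter was applied. Other probe sets of the same genes went the other way, with a log2 difference of -0.90 for Tgfbr1, -0.53 for Kif3a and -0.24 for Tcf21, and for Tgfbr1 the probe set over 2-fold lay under the filter.
For Tcf21 the adjusted p was 0.0747 without KSP-positive replicate 2, 0.0856 without KSP-negative replicate 2, 0.112 with the values as deposited and 0.0581 without the intensity trend. With the mean of its probe sets, the log2 difference of Tcf21 was 0.70 (adjusted p = 0.310).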

To characterize the KSP-positive cells derived from mouse ES cells, a microarray analysis of KSP-positive or KSP-negative cells purified using flow cytometry was performed. mRNAs of KSP-positive cells and KSP-negative cells day 18 of the differentiation were collected in two independent experiments. 

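RNA from KSP-positive cells and from KSP-negative cells, 2 samples each, was hybridized to 4 of the Affymetrix mouse genome arrays named in the methods, which carry 45037 probe sets besides the control probe sets. The cells came from CAG-GFP EB3, a mouse ES cell line that expresses GFP throughout, after 18 days of differentiation with Activin at 10 ng/mL. The deposited values are signal intensities from MAS5, the Affymetrix program that reduces the probes of each probe set to 1 value. Their median was 55.2 and 62.2 in the KSP-positive replicates 1 and 2, and 67.4 and 56.4 in the KSP-negative replicates 1 and 2. The paper's text does not name the GeneSpring setting used for standardization, so each array was scaled to a common 75th percentile, since that percentile was 226 and 321 in the KSP-positive replicates and 310 and 266 in the KSP-negative replicates. Values under a signal of 12.3 were raised to it, and log2 values were used. Probe sets with a mean log2 signal of at most 5.14 were left out, and the brightest remaining probe set stood for each gene. The 12849 genes so obtained were compared with limma, and p was adjusted by the method of Benjamini and Hochberg.
Cdh16, the gene of KSP and the marker of the sort, has a single probe set on the array. Its log2 signal was 5.34 ± 0.45 (SD, n = 2) in KSP-positive cells and 5.00 ± 0.41 (SD, n = 2) in KSP-negative cells. The difference of 0.34 (standard error 0.57, 95% confidence interval -0.92 to 1.60, adjusted p = 0.816 from limma) lay within the spread between replicates. The mean of this probe set stood at the 40.4th percentile of all probe sets, close to the filter.
Across genes, which are not independent replicates, the log2 signals of the KSP-positive replicates had a correlation of 0.945, as had those of the KSP-negative replicates, and the correlations between the fractions lay between 0.856 and 0.921. The ratio of the 3' to the 5' signal of actin, which rises when RNA is degraded or shortened in labelling, was 2.92 and 1.80 in the KSP-positive replicates and 1.79 and 3.55 in the KSP-negative replicates. The higher ratios thus fell in 1 array of each fraction. The number of arrays limits the precision. In data simulated with 200 changed genes among 12849, an adjusted p under 0.05 recovered 1.82% of changes of 1 on the log2 scale, 55.3% of changes of 2 and 94.6% of changes of 3, and 6.40% of the calls were false.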

The microarray data that consist of two KSP-positive samples and two KSP-negative samples were standardized and analyzed using GeneSpring. 

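Genes of macrophages were among the largest increases in KSP-positive cells, and genes of undifferentiated ES cells were among the largest decreases. Ctss, a lysosomal protease of antigen-presenting cells, had a log2 signal of 11.39 ± 0.84 (SD, n = 2) in KSP-positive cells and 7.41 ± 0.06 (SD, n = 2) in KSP-negative cells, a 15.7-fold rise (adjusted p = 0.00202 from limma). C1qb, a chain of complement component C1q, was 34.7-fold higher (adjusted p = 0.00236). C1qa, another chain, was at least 45.3-fold higher, since both KSP-negative arrays lay at the floor (adjusted p = 8.9e-04). Morc1, which silences transposons in male germ cells, was 44.9-fold lower in KSP-positive cells (adjusted p = 0.00202), with 1 KSP-positive array at the floor, so that the size of this fold depends on the floor. Each of these genes differed in the same direction between both KSP-positive and both KSP-negative arrays.
Of 26 genes of macrophages and other white blood cells, 17 rose, none fell and 9 did not pass the test (24 higher when adjusted over the list alone). The list had a median log2 difference of 2.36, and 23 of its genes were more than 2-fold higher (camera adjusted p = 2.7e-28, adjusted p = 0.366 with an estimated correlation). With an estimated correlation camera called 0 of the 29 gene lists, so that value does not set the macrophage list apart. Besides Ctss and C1qa, the list holds Lyz2, a lysozyme of myeloid cells that was 20.2-fold higher (adjusted p = 0.00202), and Fcgr1, an Fc receptor with a log2 difference of 4.47 (adjusted p = 0.00233), whose size depends on the floor because 1 KSP-negative array lay there. The 15 largest increases also included Krt6b, a keratin that was 15.4-fold higher (adjusted p = 0.0168; 0.0521 with robust empirical Bayes), and Dmkn, a gene of the epidermis that was 14.9-fold higher (adjusted p = 0.00625).
Of the 12849 genes, 1017 were more than 2-fold higher and 984 more than 2-fold lower in KSP-positive cells, and 977 and 933 of them showed no overlap between the fractions. Over all genes 48.9% showed no overlap, against 33.3% by chance. At an adjusted p under 0.05 from limma, 236 genes were higher and 212 lower, each of them more than 2-fold and without overlap. Without KSP-positive replicate 2 the counts were 412 and 504, without KSP-negative replicate 1 there were 381 higher, and without KSP-negative replicate 2 there were 104 lower. The genes more than 2-fold lower numbered 1535 without KSP-positive replicate 2 and 1649 without KSP-negative replicate 1. With no filter on dim probe sets, limma called 0 of 18193 genes, with 1184 higher and 1091 lower at an unadjusted p under 0.05; 1050 of these genes had no spread at all.

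**Figure D1:**
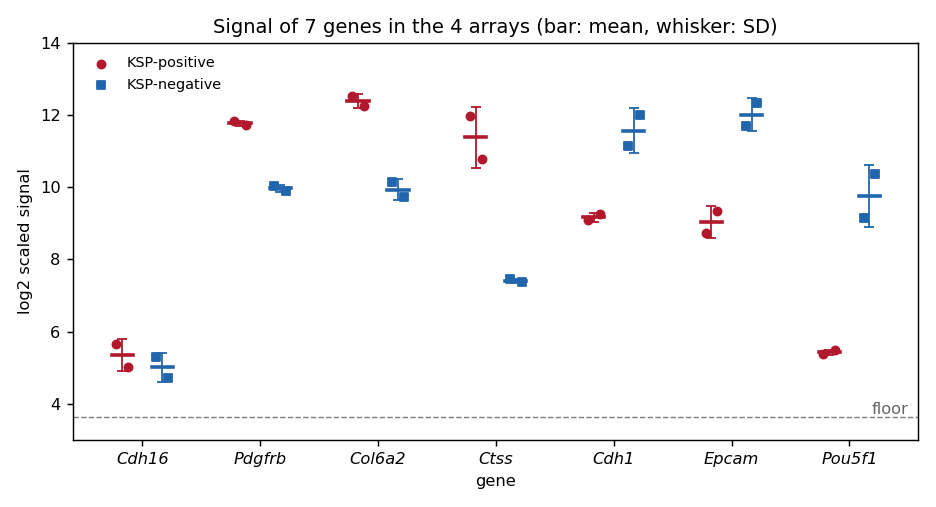
Log2 scaled signal (vertical axis) of 7 genes (horizontal axis) in the 4 arrays, with circles for KSP-positive and squares for KSP-negative replicates, bars for means, whiskers for the SD (n = 2) and a dashed line for the floor; levels of different genes are not compared. Ctss lies 3.98 higher in KSP-positive cells on the log2 scale, Pou5f1 lies lower with a difference of -4.33, and the Cdh16 values of the fractions overlap.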

The genes that were expressed at a level more than two-fold higher in the KSP-positive cells than in the KSP-negative cells were sorted. 

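Genes of kidney development went both ways between KSP-positive and KSP-negative cells, and most did not pass the test. Agtr2, an angiotensin receptor of the renal mesenchyme, was 4.37-fold higher, with a log2 signal of 8.37 ± 0.58 (SD, n = 2) in KSP-positive cells and 6.24 ± 0.62 (SD, n = 2) in KSP-negative cells (adjusted p = 0.0324 from limma; 0.0811 without KSP-negative replicate 1). Etv5, a transcription factor of the ureteric bud tip, was 4.36-fold lower (adjusted p = 0.0147, and 0.0563 with the mean of a gene's probe sets). Both arrays of each fraction lay on the same side for these genes. Etv5, Lhx1 and Podxl, the kidney development genes that fell, did so in the same arrays as pluripotency genes. Whether a smaller share of undifferentiated cells lowered them was not tested.
Of 78 kidney development genes, 6 rose, 3 fell (Etv5, Lhx1 and Podxl) and 69 did not pass the test (14 higher and 7 lower when adjusted over the list alone). The list held 17 genes more than 2-fold higher, where 6.17 were expected by chance (odds ratio 3.28, 95% confidence interval 1.79 to 5.72, Fisher's exact test, two-sided, adjusted p = 5.9e-04), and 9 more than 2-fold lower. Of the genes tested, 13 are genes of Fig. 2b, which the study chose on these samples, so the count is not independent evidence. Without the Fig. 2b genes, 7 of 65 were more than 2-fold higher, with 5.14 expected (adjusted p = 0.590), a count that is lowered by taking out genes chosen for being higher. Over all members the median log2 difference was 0.09 (camera adjusted p = 0.0837, adjusted p = 0.438 with an estimated correlation; without KSP-negative replicate 1, a median of 0.20 and an adjusted p = 0.00898).
Of 26 genes of the gonads and other urogenital organs, Tcf21 rose, Dmrt1 and Fst fell, and 23 did not pass the test (5 higher and 3 lower when adjusted over the list alone). Dmrt1, a transcription factor of the testis and of germ cells, had a log2 difference of -2.55 (adjusted p = 0.0174, and 0.119 without KSP-negative replicate 2), and Fst, which binds Activin, one of -1.64 (adjusted p = 0.0404; 0.0829 without KSP-positive replicate 2, 0.155 without KSP-negative replicate 2, 0.0562 with the values as deposited, 0.0523 with quantile normalization and 0.0743 without the intensity trend). In this list 5 genes were more than 2-fold higher and 4 lower (Fisher's exact test for the higher genes, two-sided, adjusted p = 0.139). The 5 include Tcf21 and Bmp4 of Fig. 2b, which are not independent evidence. With no filter, 8 genes of this list were more than 2-fold higher (Fisher's exact test, adjusted p = 0.00906). With a filter at the 60th percentile 5 were (adjusted p = 0.0209). Without KSP-positive replicates 1 and 2 in turn, 6 and 7 genes were more than 2-fold higher.

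**Figure D2:**
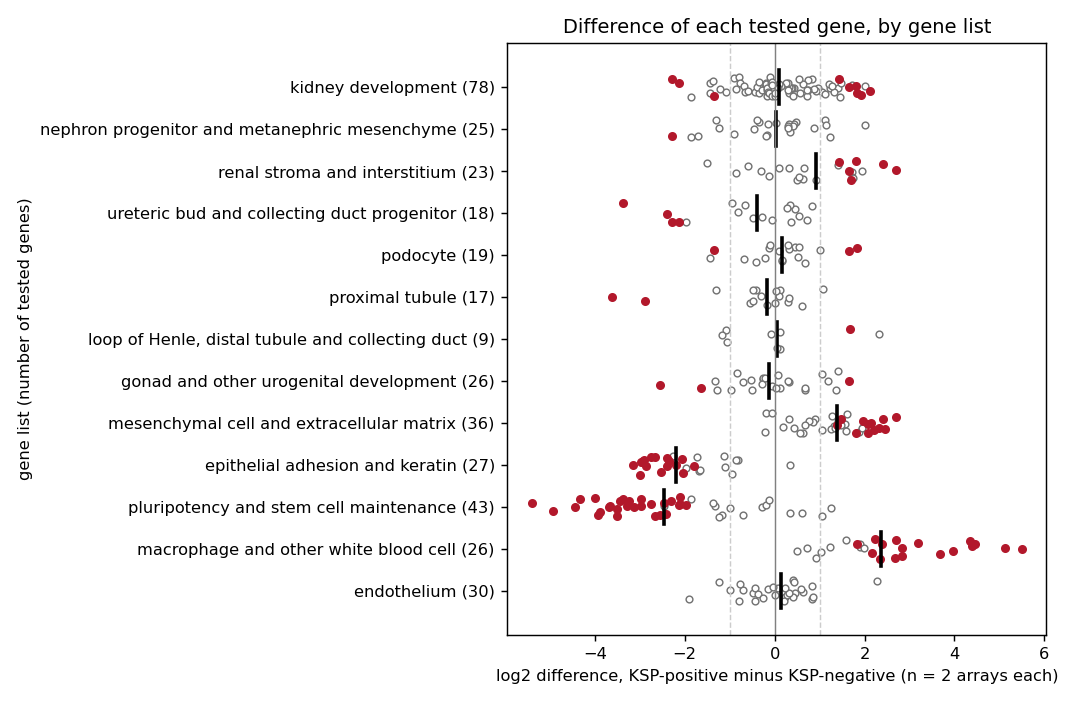
Log2 difference between KSP-positive and KSP-negative cells (horizontal axis, n = 2 arrays each) of every tested gene of 13 gene lists (vertical axis, with the number of genes tested); filled red points have an adjusted p under 0.05 from limma, open points do not, black bars are medians and dashed lines mark a 2-fold difference. The kidney development genes lie on both sides of 0 around their median of 0.09.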

The genes that were up-regulated in the KSP-positive cells were grouped according to the differential expression profiles of various ontology groups, and an ontology analysis showed that genes related to kidney development (GO:0001822) (Fig. 2b) and urogenital system development (GO:0001655) were significantly up-regulated in the KSP-positive cells. On the other hand, a gene ontology analysis of the genes that were down-regulated in the KSP-positive cells showed that genes related to stem cells (GO:0048864, GO:0048863, GO:0019827) were down-regulated in the KSP-positive cells.

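Genes that maintain pluripotency were lower in KSP-positive cells. Pou5f1, which encodes Oct4, had a log2 signal of 5.43 ± 0.07 (SD, n = 2) in KSP-positive cells and 9.75 ± 0.86 (SD, n = 2) in KSP-negative cells and was 20.1-fold lower (adjusted p = 0.00202 from limma). Nanog was 42.2-fold lower (adjusted p = 0.00203), with 1 KSP-positive array at the floor, on which the size of this fold depends. Fbxo15, a target of Oct4, was 21.8-fold lower (adjusted p = 0.00156), Zfp42, which encodes the ES cell marker Rex1, 14.7-fold lower (adjusted p = 0.00236) and Dppa5a, an RNA-binding protein of pluripotent cells, 11.4-fold lower (adjusted p = 0.00173). Each fell in both KSP-positive arrays against both KSP-negative arrays.
Of 43 genes of pluripotency and stem cell maintenance, 28 fell, none rose and 15 did not pass the test (34 lower and 2 higher when adjusted over the list alone). The median log2 difference was -2.46, and 34 genes were more than 2-fold lower (Fisher's exact test, two-sided, adjusted p = 1.1e-28). In camera the list had an adjusted p = 2.2e-27, and an adjusted p = 0.366 with an estimated correlation, with which 0 of the 29 lists were called.
Of 34 genes of neural crest stem cells, Ednrb rose, Erbb3, Folr1 and Foxd3 fell, and 30 did not pass the test (4 higher and 3 lower when adjusted over the list alone). Erbb3, a neuregulin receptor of the neural crest, had a log2 difference of -2.11 (adjusted p = 0.0127). Foxd3, which is also a transcription factor of pluripotent cells, had one of -2.74 (adjusted p = 0.0313; 0.116 with the floor at the 40th percentile), and Folr1, a folate receptor, one of -1.97 (adjusted p = 0.0244; 0.0780 and 0.0671 without the KSP-negative replicates 1 and 2 in turn). Ednrb, an endothelin receptor, had a difference of 1.64 (adjusted p = 0.0442; 0.0675 without KSP-positive replicate 2, 0.159 without KSP-negative replicate 2, 0.0939 with the values as deposited, 0.0507 with quantile normalization and 0.0852 without the intensity trend). With the mean of its probe sets the difference of Ednrb was 1.00 (adjusted p = 0.216). The median of the neural crest list was -0.09 (camera adjusted p = 0.788). In this list 6 genes were more than 2-fold higher and 4 lower (Fisher's exact test for the higher genes, two-sided, adjusted p = 0.139). With a filter at the 60th percentile 6 were higher (adjusted p = 0.0302). The list holds Bmp4 of Fig. 2b, which is not independent evidence. From these array data the paper states, in the title of Fig. 2, that the KSP-positive cells had the features of the developing kidney.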

### HGF and IGF-1 Enhance KSP Expression Combined with Activin

To enhance KSP expression in mouse ES cells, from day 4 of the differentiation to day 18, hepatocyte growth factor (HGF) or insulin-like growth factor 1 (IGF-1) were added to the differentiation medium supplemented with Activin (10 ng/mL) (Fig. 3a). KSP expression was assessed using real-time PCR on day 18 of the differentiation. Both HGF and IGF-1 in combination with Activin enhanced KSP expression more than Activin alone (Fig. 3b), and only a high concentration of HGF (50 ng/mL) and a low concentration of IGF-1 (5 ng/mL) produced a statistically significant increase in KSP expression. Based on these results, we decided to add IGF-1 (5 ng/mL) to the differentiation medium from day 4 of the differentiation.

**Figure 3:**
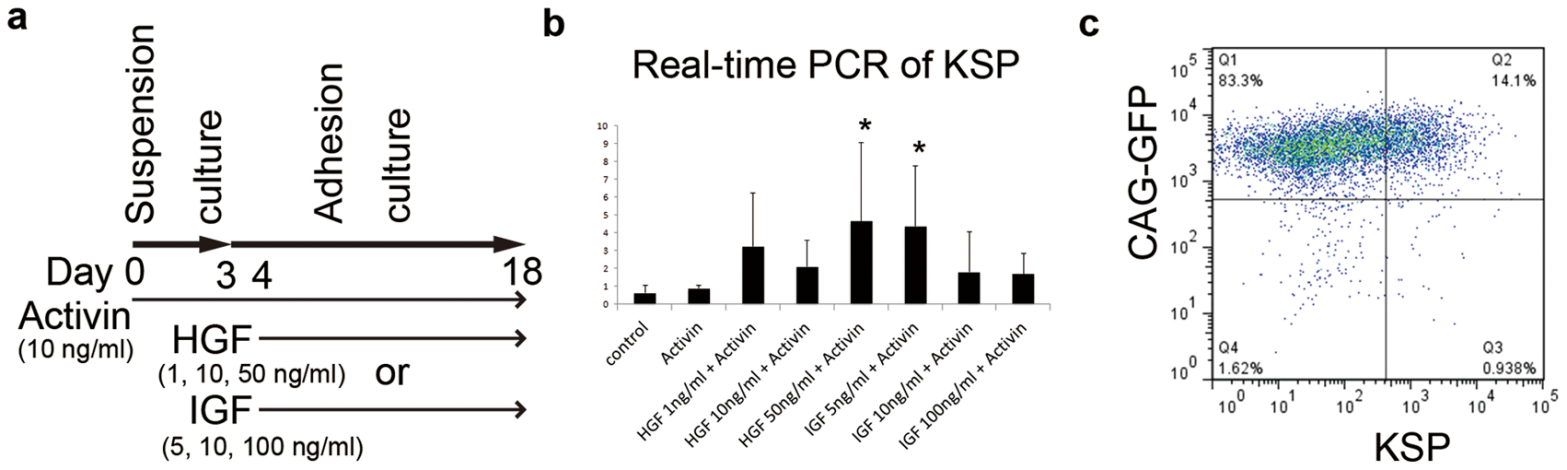
HGF and IGF-1 enhanced the expression of KSP combined with Activin. (a) Induction method for evaluating the effects of HGF and IGF-1 on mouse ES cells. (b) Expression of KSP in conditions with HGF or IGF-1 determined using real-time PCR at day 18. The values were normalized against GAPDH. The asterisk indicates *P*<0.05 versus Activin (10 ng/mL) alone. (c) Flow cytometry for KSP in CAG-GFP EB3 at day 18 of the differentiation with Activin and IGF-1.

CAG-GFP EB3 cells were differentiated through three days of embryoid body formation, and Activin (10 ng/mL) was added to the differentiation medium from day 0 to day 18. In addition, IGF-1 5 ng/mL was added from day 4 to day 18. KSP-positive cells were counted using flow cytometry with our anti-KSP antibody. The percentage of KSP-positive cells ranged from 2% to 14% in more than 20 independent experiments (Fig. 3c).

### KSP-positive Cells form Tubular Structures in Matrigel

To evaluate the capacities of KSP-positive cells to form tubular structures *in vitro*, KSP-positive cells derived from CAG-GFP EB3 were transferred onto Matrigel after purification using flow cytometry. The following media were tested: DMEM +10% FBS, and REGM +10% FBS or REGM (the medium optimized for renal epithelial cell culture, and originally containing 0.5% FBS). All the media were supplemented with Activin (10 ng/mL) and IGF-1 (5 ng/mL). On the following day, the cellular morphology was observed using light microscopy.

Although KSP-positive cells did not form any tubular structures in DMEM +10% FCS and formed only a few tubular structures in REGM +10% FCS, KSP-positive cells formed abundant tubular structures in REGM alone (Fig. 4a). On the other hand, KSP-negative cells did not form any tubular structures in REGM alone.

**Figure 4:**
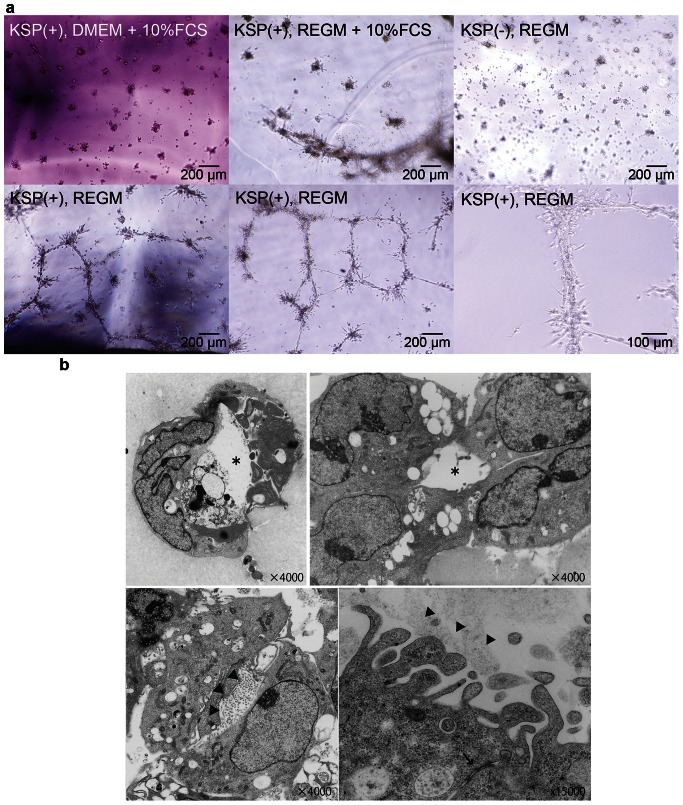
KSP-positive cells formed tubular structures in Matrigel. (a) Light microscopy of KSP-positive and KSP-negative cells under the conditions indicated in the upper left corner of the pictures on the day after flow cytometry. A micron scale is shown at the lower right corner of the pictures. (b) Electron microscopy of a cross section of the tubular structures formed by KSP-positive cells. The asterisks indicate the lumens, the arrowheads point to microvilli-like structures, and an arrow indicates a tight junction. Magnification is shown at the lower right corner.

The tubular structures were analyzed using electron microscopy after cross-section slides had been made. Luminal structures consisting of single to a few cells were observed, and microvilli-like structures were also found at the luminal surface (Fig. 4b).

However, KSP-positive cells formed these tubular structures in only two out of five independent experiments. Therefore, we tested a co-culture with NIH3T3, which ubiquitously expresses Wnt4, since Wnt4 is known to be a key auto-regulator of the mesenchymal-to-epithelial transformation and tubulogenesis [16].

### Wnt4 Promotes Tubular Formation of KSP-positive Cells

After cell purification using our anti-KSP antibody, KSP-positive cells were transferred onto Matrigel which was directly placed on NIH3T3-Wnt4 cells treated with mitomycin C, then cultured for 24 hours. Co-culture with NIH3T3-Wnt4 significantly promoted tubular formation and the branching of KSP-positive cells, compared with co-culture with NIH3T3-Mock cells (Fig. 5a). The numbers of branched tubular structures were counted at the center of the dishes (n = 5) and were significantly greater with Wnt4 than with Mock (Fig. 5b). The KSP-negative cells were also co-cultured with NIH3T3-Wnt4; however, the KSP-negative cells did not produce any tubular structures in more than 10 independent experiments.

**Figure 5:**
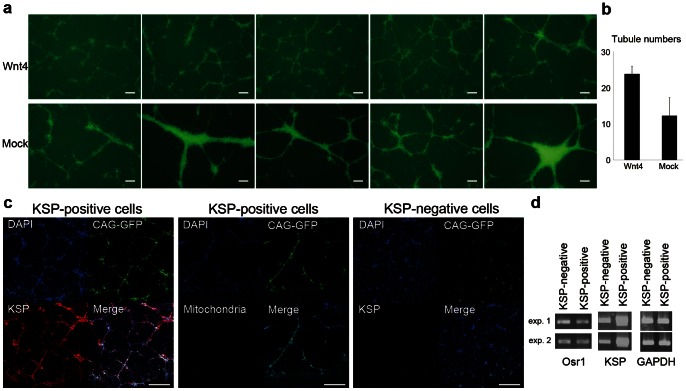
Wnt4 enhanced the tubular formation of KSP-positive cells. (a) Fluorescence microscopy of tubular structures formed by KSP-positive cells derived from CAG-GFP EB3. The upper lane shows pictures of tubular structures of KSP-positive cells co-cultured with NIH3T3-Wnt4, and the lower lane shows those co-cultured with NIH3T3-Mock. Scale bar, 200 µm. (b) Bar graph indicating the numbers of tubular structures under the indicated conditions. One tubular structure from a branching to a branching is counted as one. (c) Immunofluorescence of KSP-positive or KSP-negative cells showing KSP and human-specific mitochondria as a negative control. Scale bar, 400 µm. (d) PCR showing the expression of Osr1, KSP and GAPDH of KSP-positive and -negative cells after three days of 3D culture in Matrigel with NIH3T3-Wnt4.

These tubular structures were stained using our anti-KSP antibody conjugated with biotin or human-specific anti-mitochondria antibody conjugated with biotin as a negative control (Fig. 5c). The tubular structures that were formed by KSP-positive cells were positive for KSP; however, the KSP-negative cells were barely positive for KSP.

PCR was also performed to compare the gene expressions of KSP-positive and KSP-negative cells after three days of culture in Matrigel with NIH3T3-Wnt4. KSP was highly expressed in the KSP-positive cells, though a low level of KSP expression was also observed in the KSP-negative cells under Wnt4 stimulation. On the other hand, the expression of Osr1 was down-regulated in the KSP-positive cells through tubular formation (Fig. 5d). 

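Right after purification, genes of epithelial adhesion were lower and genes of mesenchymal cells and their matrix were higher in KSP-positive than in KSP-negative cells. Cdh1, which encodes E-cadherin, had a log2 signal of 9.18 ± 0.12 (SD, n = 2) in KSP-positive cells and 11.58 ± 0.61 (SD, n = 2) in KSP-negative cells and was 5.30-fold lower (adjusted p = 0.00848 from limma). Col6a2, a chain of collagen VI, had a log2 signal of 12.40 ± 0.19 (SD, n = 2) against 9.94 ± 0.30 (SD, n = 2) and was 5.51-fold higher (adjusted p = 0.00534). Osr1, a transcription factor of the intermediate mesoderm and metanephric mesenchyme, had log2 signals of 5.83 ± 0.17 (SD, n = 2) and 4.02 ± 0.26 (SD, n = 2). Its mean lay under the filter, and in a fit without the filter its log2 difference was 1.81 (adjusted p = 0.286, unadjusted p = 0.00365 from limma). In that fit the lowest adjusted p of 18193 genes was 0.201, so its adjusted p cannot decide for Osr1. Both KSP-positive arrays of Osr1 lay above both KSP-negative arrays.
Of 27 genes of epithelial adhesion and keratins, 16 fell, none rose and 11 did not pass the test (24 lower when adjusted over the list alone), with a median log2 difference of -2.19. The list does not hold the keratin Krt6b, which rose. Epcam, an epithelial adhesion molecule that is also abundant in ES cells, was 7.86-fold lower (adjusted p = 0.00357), and Cldn6, a tight junction protein, 7.48-fold lower (adjusted p = 0.00251). Of 36 genes of mesenchymal cells and extracellular matrix, 12 rose, none fell and 24 did not pass the test (24 higher when adjusted over the list alone), with a median of 1.39. Bgn, a matrix proteoglycan, was 4.98-fold higher (adjusted p = 0.00933) and Col1a1, a chain of collagen I, 4.40-fold higher (adjusted p = 0.0111). Each named gene that passed the test differed in the same direction between both arrays of each fraction.
In camera the epithelial list had an adjusted p = 6.8e-23 and the mesenchymal list an adjusted p = 3.0e-18, each with an adjusted p = 0.366 with an estimated correlation. With that correlation 0 of the 29 lists were called. Genes of pluripotent cells fell and genes of macrophages rose in the same arrays, and 6 genes of the epithelial list are members of other lists.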

In light of the microarray results for KSP-positive and KSP-negative cells right after cell purification, KSP-positive cells were thought to have differentiated toward epithelial cells and to have lost the characteristics of metanephric mesenchymal cells through tubular formation.

### KSP-positive Cells Differentiate into Renal Epithelial Cells through Tubular Formation and Incorporate with Renal Tubular Cells of Mouse Embryonic Kidney

The tubular structures formed by KSP-positive cells under Wnt4 stimulation were characterized using PCR and immunocytochemistry. PCR showed that KSP-positive cells expressed Megalin, Uromodulin, Slc12A3, AQP2, AQP3 and Podocalyxin after tubular formation under the stimulation of Wnt4 (Fig. 6a). Immunocytochemistry also revealed that these tubular structures were positive for Megalin, AQP2 and Podocalyxin (Fig. 6b). These results suggested that KSP-positive cells have the capacity to differentiate into each segment of renal tubular cells.

**Figure 6:**
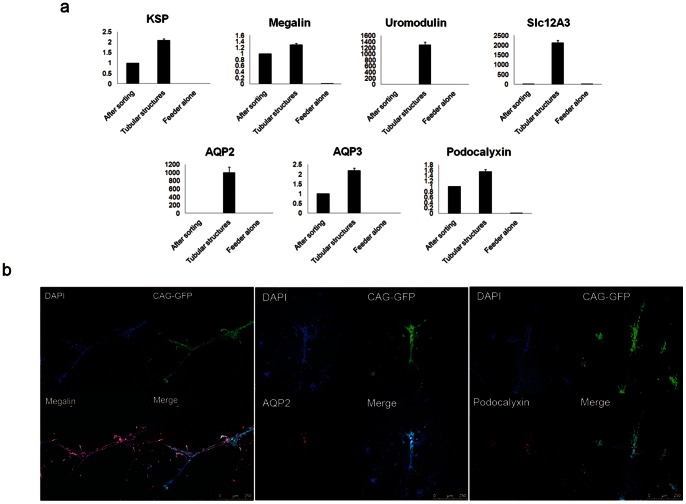
Differentiation of KSP-positive cells into each segment of renal tubular cells. (a) PCR showing the expression of segment-specific genes of renal tubular cells. The samples were KSP-positive cells examined right after cell purification with flow cytometry, KSP-positive cells forming tubular structures co-cultured with NIH3T3-Wnt4, and NIH3T3-Wnt4 alone. The bands were quantified using ImageJ, and graphs normalized against GAPDH were shown. After sorting: a sample of cells collected right after cell sorting of KSP-positive cells. Tubular structures: a sample of KSP-positive cells that form tubular structures and feeder cells of NIH3T3-Wnt4. Feeder alone: a sample of feeder cells, NIH3T3-Wnt4. (b) Immunofluorescence showing Megalin, AQP2 and Podocalyxin in tubular structures formed by KSP-positive cells co-cultured with NIH3T3-Wnt4. A micron scale is shown at the lower right corner.

The differentiation capacities of KSP-positive cells were also confirmed using transplantation experiments. E13.5 mouse fetuses were extracted from pregnant mice under anesthesia, and embryonic kidneys were harvested from the abdominal cavities of the mouse fetuses. KSP-positive cells were purified using flow cytometry and were injected into the mouse embryonic kidneys under a microscope with a manual microinjector. The mouse embryonic kidneys were then cultured in the upper chambers of a transwell for 3 days with NIH3T3-Wnt4 co-cultured in the lower chambers.

Frozen sections were made on day 3 of the organ culture. The basement membranes were stained with anti-laminin antibody. An immunofluorescent study revealed that KSP-positive cells derived from mouse ES cells were incorporated with renal tubular cells (Fig. 7a). KSP-negative cells were also injected into mouse embryonic kidneys; however, KSP-negative cells failed to proliferate and to be incorporated with renal tubular cells (Fig. 7b).

**Figure 7:**
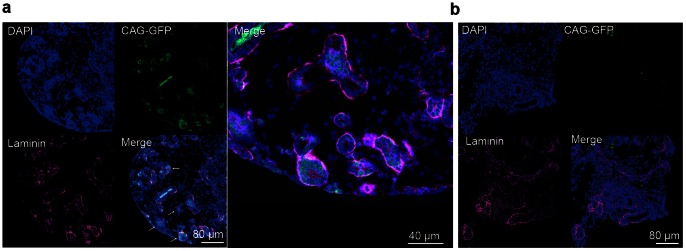
KSP-positive cells were incorporated with renal tubular cells of mouse embryonic kidneys. KSP-positive and KSP-negative cells were injected into mouse embryonic kidneys. An immunofluorescent analysis was performed on day 3 after the injection. A micron scale is shown at the lower right corner. (a) KSP-positive cells. The arrows indicate the ES cells that incorporated with the renal tubular cells, and a high magnification picture is also shown. (b) KSP-negative cells.

## Discussion

We succeeded in purifying KSP-positive cells from mouse ES cells via a differentiation culture with Activin; however, the percentage of KSP-positive cells was too low to obtain a sufficient amount of cells required for further experiments. Thus, we looked for other inducing factors capable of promoting the expression of KSP in mouse ES cells and tested the effects of HGF and IGF-1. Woolf et al. reported that HGF is required for the differentiation of metanephric mesenchymal cells into epithelial precursors [22]. On the other hand, Rogers et al. showed that IGF-1 is produced by metanephroi and is essential for kidney development [23]. Moreover, Hammerman et al. reported that IGF-1 or HGF accelerates the restoration of kidney function and the normalization of histology after acute renal injury, reducing mortality [24]. Our results were compatible with these previous reports and showed that both HGF and IGF-1 could enhance the expression of KSP in mouse ES cells; consequently, we decided to use a low concentration of IGF-1 combined with Activin. Using a combination of IGF-1 and Activin, we were able to induce the differentiation of mouse ES cells into KSP-positive cells more efficiently.

Based on microarray results, we thought that KSP-positive cells purified from differentiated mouse ES cells exhibited the characteristics of metanephric mesenchyme, and PCR revealed that KSP-positive cells lacked tubular segment specific genes (Fig. 6a). 

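Some genes of the renal stroma were higher in the purified KSP-positive cells, genes of the nephron progenitors lay on both sides, and 4 genes of the ureteric bud list were lower. Dcn, a proteoglycan of the interstitium, had a log2 signal of 12.71 ± 0.02 (SD, n = 2) in KSP-positive cells and 10.30 ± 1.28 (SD, n = 2) in KSP-negative cells (adjusted p = 0.0279 from limma). Lhx1, a transcription factor of the ureteric epithelium and of early nephrons, had log2 signals of 5.17 ± 0.35 (SD, n = 2) and 7.46 ± 0.75 (SD, n = 2) and was 4.90-fold lower (adjusted p = 0.0346). Tfcp2l1, a transcription factor of the collecting duct and of naive ES cells, was 10.3-fold lower (adjusted p = 0.00236). For each of the 3 genes the arrays of the fractions did not overlap.
Of 25 genes of nephron progenitors and metanephric mesenchyme, Lhx1 fell, none rose and 24 did not pass the test (1 higher and 2 lower when adjusted over the list alone, with 3 genes of Fig. 2b among the 25, which are not independent evidence). In this list 4 genes were more than 2-fold higher and 5 more than 2-fold lower, with a median log2 difference of 0.02 (camera adjusted p = 0.973). Sall1, a factor of the cap mesenchyme that is in the pluripotency list too, had a difference of -1.85 (adjusted p = 0.0629). It passed the test with the values as deposited (0.0178), with robust empirical Bayes (0.0483) and with the replicate number as a block (0.0177). The difference of Sall1 was -2.13 and -1.58 without KSP-positive replicates 1 and 2, and -2.53 without KSP-negative replicate 1. Six4 had a difference of -1.24 (adjusted p = 0.131, and 0.0250 with the replicate number as a block). Robo2 and Itga8, genes of Fig. 2b in this list, passed as higher with the replicate number as a block (adjusted p = 0.0481 and 0.0231). Robo2 also passed as higher with the values as deposited (adjusted p = 0.0287).
Of 23 genes of renal stroma and interstitium, 6 rose, none fell and 17 did not pass the test (12 higher and 1 lower when adjusted over the list alone), with a median of 0.93 (camera adjusted p = 2.9e-06, adjusted p = 0.366 with an estimated correlation). Cxcl12, a chemokine of stromal cells, had a difference of 1.70 (adjusted p = 0.0329). Of the 6 stromal genes that rose, Pdgfrb and Tcf21 are genes of Fig. 2b, which are not independent evidence. Pdgfrb, Dcn and Lum are in the mesenchymal list too. Foxd1, Aldh1a2 and Tbx18 of the stromal list did not pass, with differences of -0.86, -0.12 and 0.10, while 18 of the 23 genes had a positive difference. Of 18 genes of the ureteric bud and collecting duct progenitors, 4 fell, none rose and 14 did not pass the test (5 lower when adjusted over the list alone), with a median of -0.39 (camera adjusted p = 0.0148, adjusted p = 0.366 with an estimated correlation and 0.0611 with a filter at the 60th percentile). Those that fell were Tfcp2l1, Etv5, Cdh1 and Lhx1, while 7 of the 18 had a positive difference. Pluripotency genes, Tfcp2l1 among them, fell in the same arrays. So did the primitive streak genes Eomes and Mixl1, and Lhx1 is in the primitive streak list too.
Without KSP-negative replicate 2 the adjusted p was 0.234 for Lhx1, 0.0569 for Dcn and 0.116 for Cxcl12. Without the intensity trend it was 0.0670 for Dcn and 0.0705 for Cxcl12, and with the mean of a gene's probe sets 0.0508 for Cxcl12. Genes of macrophages rose in the same arrays as the stromal genes.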

In other words, KSP-positive cells seem to represent progenitor-like cells of renal tubular cells. Therefore, we needed to induce the differentiation of KSP-positive cells toward renal epithelial cells, and we suspected that tubular formation might be vital for this step. The *in vitro* reproduction of nephron structures is a challenging issue; however, Taub et al. succeeded in the formation of tubular structures from primary baby mouse kidney epithelial cell cultures using Matrigel. Taub et al. showed electron microscopy pictures indicating luminal formation and microvilli structures at the luminal surface [25]. However, the structures lacked basement membranes, and nephrons are still difficult to reproduce *in vitro*.

To promote such tubular formation, we tested the effects of Wnt4 which is known to be required for tubular formation [16], [26]. Our experiments showed that co-culturing with NIH3T3-Wnt4 promoted the tubular formation of KSP-positive cells. These cells formed tubular structures that expressed the segment-specific genes of renal tubular cells, i.e., Megalin expressed in proximal tubules, Uromodulin expressed in loops of Henle, Slc12A3 expressed in distal tubules, AQP2 and AQP3 expressed in collecting ducts, and Podocalyxin expressed in Bowman’s capsules and podocytes [27]–[30]. We also performed a regular adhesion culture after cell purification using flow cytometry; however, PCR showed no expression of Uromodulin, Slc12A3, and AQP2 even after stimulation with Wnt4 using the supernatant of NIH3T3-Wnt4 cell cultures (data not shown). These results indicated that 3D extracellular matrix is essential for KSP-positive cells to form tubular structures and differentiate into matured renal tubular cells, and further experiments are required to examine what extracellular matrix such as collagen or laminin is required for the tubular formation and the differentiation of renal tubular cells.

Our results indicated that KSP-positive cells acquired the characteristics of each segment of renal tubular cells through tubular formation. Based on a microarray analysis of KSP-positive cells, we thought the KSP-positive cells had the characteristics of immature renal tubular cells and could be differentiated toward renal tubular cells through tubular formation.

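Most genes of mature tubular segments did not pass the test between the purified KSP-positive and KSP-negative cells. Lrp2, which encodes Megalin of the proximal tubule, had a log2 signal of 5.67 ± 0.07 (SD, n = 2) in KSP-positive cells and 6.97 ± 0.22 (SD, n = 2) in KSP-negative cells, a difference of -1.30 (standard error 0.44, adjusted p = 0.145 from limma). Umod of the loop of Henle and Slc12a3 of the distal tubule lay at the floor in all 4 arrays. Aqp3, a water channel of the collecting duct, had a difference of -1.07 (adjusted p = 0.298), and Aqp2, whose mean lay under the filter, had one of -0.26 in a fit without the filter (adjusted p = 0.657). No gene passed in that fit, where the unadjusted p of Aqp2 was 0.291 from limma. Podxl, which encodes Podocalyxin, had log2 signals of 9.95 ± 0.05 (SD, n = 2) and 11.29 ± 0.02 (SD, n = 2) and was 2.54-fold lower (adjusted p = 0.0485).
Of 17 genes of the proximal tubule, Slc27a2 and Hnf4a fell, none rose and 15 did not pass the test, with the same counts when adjusted over the list alone and a median log2 difference of -0.17 (camera adjusted p = 0.229; median -0.43 with adjusted p = 0.00229 without KSP-positive replicate 1). Slc27a2, a fatty acid transporter with 1 KSP-positive array at the floor, had a difference of -3.61 (adjusted p = 0.0127), which was -2.12 with the floor at the 40th percentile (adjusted p = 0.0587). Hnf4a, a transcription factor of liver, yolk sac and proximal tubule, had a difference of -2.88 (adjusted p = 0.0188; 0.0667 without KSP-negative replicate 1 and 0.216 with the mean of its probe sets). Aqp1, a water channel of the proximal tubule, had a difference of 1.07 (adjusted p = 0.304). Of 9 genes of the loop of Henle, distal tubule and collecting duct, Hsd11b2 rose, none fell and 8 did not pass the test (2 higher when adjusted over the list alone), with a median of 0.06 (camera adjusted p = 0.788). Hsd11b2, which inactivates corticosterone, had a difference of 1.68 (adjusted p = 0.0350; 0.167 without KSP-positive replicate 1, 0.0929 without KSP-negative replicate 2, 0.0726 with the values as deposited and 0.0711 without the intensity trend).
Of 19 podocyte genes, Tcf21 and Lamb2 rose, Podxl fell and 16 did not pass the test, with the same counts when adjusted over the list alone and a median of 0.16 (camera adjusted p = 0.336). Lamb2, a laminin chain of basement membranes, had a difference of 1.82 (adjusted p = 0.0452; 0.0990 without KSP-positive replicate 1, 0.160 without KSP-negative replicate 2, 0.0566 with the values as deposited, 0.0605 with quantile normalization, 0.0517 with the floor at the 40th percentile, 0.0508 with the mean of a gene's probe sets and 0.0800 without the intensity trend), and Nphs1, which encodes nephrin, one of -1.43 (adjusted p = 0.242). Without the KSP-positive replicates 1 and 2 and the KSP-negative replicates 1 and 2 in turn, the adjusted p of Podxl was 0.174, 0.0863, 0.0755 and 0.101, and it was 0.0619 with the values as deposited, 0.0503 with no floor, 0.0747 with the mean of a gene's probe sets and 0.0955 without the intensity trend.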

In conclusion, we induced renal tubular cells from mouse ES cells via the cell purification of KSP-positive cells. Further experiments are still necessary to establish the segment-specific induction of tubular cells and podocytes; however, our method will contribute to disease-specific iPS research on kidneys and the development of renal regeneration therapies.

How the deposited data were processed for this re-analysis (not part of the article)

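Expression was measured in 4 samples of cells derived from the CAG-GFP EB3 mouse ES cell line, 2 KSP-positive and 2 KSP-negative, sorted on day 18 of a differentiation with Activin at 10 ng/mL. Total RNA was purified with the RNeasy Mini kit and hybridized to the Affymetrix mouse genome arrays named in the methods after labelling with biotin. The values deposited by the authors are signal intensities on a linear scale from MAS5, 1 per probe set and array, as the submitters' notes name the program. The paper states that the data were standardized and analysed in GeneSpring, with genes over 2-fold sorted and grouped by ontology terms. The GeneSpring setting is not named in the paper's text and was not repeated.

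Each array was scaled so that its 75th percentile equalled the mean of these percentiles, a signal of 281 (factors 1.24 and 0.874 for the KSP-positive replicates 1 and 2, and 0.905 and 1.06 for the KSP-negative replicates 1 and 2). Values under the 20th percentile of all values, a signal of 12.3, were raised to it, which held for 16.8% and 22.9% of the probe sets of the KSP-positive replicates and 20.9% and 19.4% of the KSP-negative replicates. Log2 values were taken. Of 45037 probe sets besides 64 controls, 34945 are assigned to 1 gene, 932 to several and 9160 to none in the annotation at hand, together 18193 genes. The 27022 probe sets with a mean over the 40th percentile were kept, and the single-gene probe set with the highest mean stood for its gene, which gave 12849 genes. Of 5714 genes with several kept probe sets, 12 had probe sets more than 2-fold different in both directions. The symbols of 204 probe sets were kept as listed. The number of arrays, and not a count of molecules, limits the precision.

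The fractions were compared with limma 3.58.1 in R 4.3.3 (group means, empirical Bayes with an intensity trend, p adjusted by Benjamini and Hochberg over the genes tested). Genes over 2-fold were counted from the difference of mean log2 values. Gene lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, each two-sided and adjusted over the 29 lists, and their share of genes over 2-fold with Fisher's exact test, two-sided, adjusted over lists and directions. An exact permutation of 2 against 2 arrays cannot reach a p under 0.05, and none was used per gene. The replicate numbers are not tied to the experiments by any source, so replicates were not paired. The procedure was tested on simulated data. Figures were drawn with matplotlib 3.10.9.

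The lists, the tests, the rule for named genes and the alternatives were fixed before the data were examined. The lists were kidney development, nephron progenitor and metanephric mesenchyme, ureteric bud and collecting duct progenitor, renal stroma and interstitium, podocyte, proximal tubule, loop of Henle with distal tubule and collecting duct, gonad and other urogenital development, epithelial adhesion and keratin, mesenchymal cell and extracellular matrix, pluripotency and stem cell maintenance, neural crest stem cell, primitive streak and early mesoderm, yolk sac and definitive endoderm, endothelium, macrophage and other white blood cell, erythroid cell, cardiomyocyte, skeletal muscle, smooth muscle and pericyte, neuron and neural progenitor, cartilage, bone and fat cell, trophoblast, germ cell, proliferation, dissociation and stress response, Activin and Nodal pathway, Wnt pathway, and ribosomal protein. They were written from general knowledge and are not the ontology terms of the paper. Genes to be named were chosen among those named in the paper's text or in Fig. 2b, the 15 genes with the largest change in each direction among those past the threshold without overlap between the fractions, and up to 4 members of each list with the smallest p.

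Alternatives were the values as deposited, quantile normalization, no floor or a floor at the 40th percentile, no filter or a filter at the 60th percentile, the mean of a gene's probe sets, every probe set alone, empirical Bayes without the trend or robust, the replicate number as a block, the methods' t-test, a 3-fold threshold, kidney lists without the Fig. 2b genes, and each array left out in turn, where the lone array of a fraction is taken to vary like the other fraction. Genes without a probe set of their own in the annotation, and items withheld here, are not reported.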

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

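Of the tests in this part, those on undifferentiated cells and on macrophage-like cells were chosen after the result was seen. The gene groups below had higher medians in KSP-positive cells, with a camera call at the preset correlation that each lost with an estimated correlation (adjusted p = 0.366 for the macrophage and for the mesenchymal genes). With an estimated correlation 0 of the 29 lists had a call, so this loss does not set these groups apart. The paper reports no values for them as groups, and of mesenchymal character it proposes features of metanephric mesenchyme.

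The macrophage genes had a median log2 difference of 2.36, and 100% of the 26 tested members were higher in both KSP-positive arrays than in both KSP-negative arrays, against 24.4% of all genes. A difference in RNA quality would leave no shift between arrays with like 3' to 5' ratios, yet the median was 1.72 between KSP-positive replicate 2 and KSP-negative replicate 1 and 3.11 between the other two arrays, which argues against it. A smaller share of undifferentiated cells as the whole cause would raise the genes of other differentiated cells alike, yet the macrophage median exceeded those of the erythroid and yolk sac genes by at least 2.20 on leaving out any array; it exceeded that of the endothelial genes, which KSP-positive replicates 1 and 2 moved in opposite directions, by 2.22 over all arrays and by 0.671 without KSP-positive replicate 1. A candidate explanation that stays open is macrophage-like cells among the sorted KSP-positive cells: 8 members had a mean log2 signal over 10 in KSP-positive cells, none of the 26 is in another list, and the paper names a blocking antibody against CD16/CD32 and gates on forward and side scatter, propidium iodide and GFP, but no gate on white blood cells. Whether such cells carry KSP, or bound the antibody in another way, was not tested.

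The mesenchymal and matrix genes had a median log2 difference of 1.39. Smooth muscle and pericyte genes had a median of 0.80 over 19 genes, of which Pdgfrb rose and none fell (1 higher when adjusted over the list alone). In camera the list had an adjusted p = 9.7e-05, and an adjusted p = 0.366 with an estimated correlation. The median was 0.42 without KSP-negative replicate 2. In this list 5 genes were more than 2-fold higher (Fisher's exact test, two-sided, adjusted p = 0.0542, and 0.0395 with the floor at the 40th percentile). With the mean of a gene's probe sets 6 were (adjusted p = 0.00685). Without KSP-positive replicate 1 and KSP-negative replicate 1 in turn, 6 and 8 were. Cardiomyocyte genes had a median of 0.60 over 28 genes (camera adjusted p = 0.00708, adjusted p = 0.438 with an estimated correlation). It was 0.30 without KSP-positive replicate 2 and 0.27 without KSP-negative replicate 2. Limma called 0 of them over all genes and 0 when adjusted over the list alone. At an unadjusted p under 0.05, 7 were higher and 1 lower. More than 2-fold higher were 6 (Fisher's exact test, two-sided, adjusted p = 0.0731), and 7 with quantile normalization (adjusted p = 0.0266). Without KSP-positive replicate 1 and KSP-negative replicate 1 in turn, 10 and 11 were more than 2-fold higher. Tbx5, with 1 KSP-negative array at the floor, passed as higher with the values as deposited (adjusted p = 0.00551) and with the replicate number as a block (0.0289).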

How the results depend on the processing

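Each of the 448 called genes was also called with the replicate number as a block, where limma called 571 higher and 560 lower, although no source pairs the numbers. Arrays limit calls near background, where signals meet the floor. For the changes below the cause was not tested, apart from the smaller number of arrays or genes that some alternatives leave.

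With the values as deposited, 352 genes were called lower, and the medians became -0.072 for nephron progenitor, -0.0031 for kidney development, -0.028 for loop of Henle and distal tubule, and -0.069 for ribosomal protein genes; the median of all genes moved from -0.026 to -0.118. Quantile normalization gave nephron progenitor -0.061, and no floor gave loop of Henle -0.013. With no filter, 0 genes were called by limma in either direction (1184 higher and 1091 lower at an unadjusted p under 0.05), the gonad list had 8 genes over 2-fold higher, and medians were -0.079 for nephron progenitor and 0.0029 for proximal tubule. With a filter at the 60th percentile, 643 genes were over 2-fold lower, the gonad list was over-represented with 5, kidney development had a median of 0.25 (adjusted p = 0.0263), and medians became 0.019 for gonad, 0.0052 for neural crest, 0.12 for primitive streak and 0.062 for skeletal muscle. The mean of a gene's probe sets gave gonad 0.043, ribosomal protein -4.8e-04 and Wnt4 0.024. With every probe set alone, 83 were called higher and 80 lower, and 1995 and 1878 were over 2-fold. Without the Fig. 2b genes, the kidney list had 7 genes over 2-fold higher and a median of -0.090, and nephron progenitor -0.165. The methods' t-test gave 666 higher and 570 lower unadjusted and 0 and 0 after adjustment. Over 3-fold were 362 and 352 genes, and over 2-fold for each replicate number 557 and 540.

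The shifts of the pluripotency (-2.46) and macrophage (2.36) lists lost their calls in the other set tests (adjusted p = 0.366 for each with an estimated correlation, and 0.124 and 0.123 with fry). Leaving out each array in turn gave 166 to 412 genes called higher, 104 to 504 called lower and 753 to 1649 over 2-fold lower, and 4 to 7 gonad genes over 2-fold higher. Medians ran from -0.24 to 0.20 for gonad, 0.058 to 0.20 for kidney development, -0.43 to 0.29 for loop of Henle and distal tubule, -0.43 to 0.13 for proximal tubule, -0.79 to 1.15 for endothelium, -0.19 to 0.14 for Wnt pathway and -0.20 to 0.31 for ribosomal protein genes. The differences of Bmp7 ran from -0.35 to 0.036, of Igf1r from -0.16 to 0.63, of Kdr from -0.035 to 0.85 and of Wnt4 from -0.43 to 0.092.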

Differences from the paper's values

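In the main setting no value differed from the paper's by a large enough ratio to be listed. Fig. 2b shows about 19 genes, read by eye, as higher in KSP-positive cells; 13 of the 18 genes tested were more than 2-fold higher on the brightest probe set, and the paper states no test for them. The count was 14 with quantile normalization, with no filter, and without KSP-negative replicate 1 or 2, and 17 with every probe set taken alone. With any probe set and no filter it was 19, a count chosen after the values were seen. The count was further from the figure's, by a ratio large enough to be listed, under these alternatives: it was 12 with the values as deposited, 11 with the mean of a gene's probe sets, 10 without KSP-positive replicate 1 or 2, 9 with a filter at the 60th percentile, 7 for each replicate number by itself and 4 at 3-fold.

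The paper states that genes of urogenital system development were significantly up-regulated. The list of gonad and other urogenital genes used here, which is not the ontology term, had 5 of 26 genes more than 2-fold higher (adjusted p = 0.139). It was over-represented with no filter (8 genes, adjusted p = 0.00906) and with a filter at the 60th percentile (5 genes, adjusted p = 0.0209). Without KSP-positive replicates 1 and 2 in turn, 6 and 7 genes were more than 2-fold higher. The list holds Tcf21 and Bmp4 of Fig. 2b, which the study chose on these samples, so these counts are not independent evidence. The kidney development list, with 13 genes of Fig. 2b among those tested, was over-represented, as the paper states for the ontology term. The study chose these 13 genes on these samples, so the count is not independent evidence. Without them 7 of 65 genes were more than 2-fold higher, with 5.14 expected (Fisher's exact test, adjusted p = 0.590), a count lowered by taking them out.

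The paper proposes that the purified cells had features of metanephric mesenchyme. Of 25 genes of that list, 4 were more than 2-fold higher and 5 more than 2-fold lower, and Lhx1 alone passed limma's test, as lower. Lhx1 is in the ureteric bud and primitive streak lists too, and the primitive streak genes Eomes and Mixl1 also fell. Its difference of -2.29 was -1.76 without KSP-negative replicate 2. With no filter, 7 genes of the metanephric mesenchyme list were more than 2-fold lower (Fisher's exact test, adjusted p = 0.0170). Sall1 had a log2 difference of -1.85. It passed as lower with the values as deposited (adjusted p = 0.0178), with robust empirical Bayes (0.0483) and with the replicate number as a block (0.0177). Sall1 is in the pluripotency list too, which had a median of -2.46 in the same arrays. Osr1 and Itga8 were higher in both KSP-positive arrays, with log2 differences of 1.81 (adjusted p = 0.286 in a fit without the filter) and 1.22 (adjusted p = 0.0737). In the fit without the filter the lowest adjusted p of all genes was 0.201, so that fit cannot decide for Osr1 (unadjusted p = 0.00365 from limma). Itga8 passed as higher with the replicate number as a block (adjusted p = 0.0231). Robo2, with a difference of 2.01 (adjusted p = 0.184), passed as higher with the values as deposited (0.0287) and with that block (0.0481). Osr1, Itga8 and Robo2 are genes of Fig. 2b, which the study chose on these samples.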

Other observations

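Of the tests of explanations in this part, which concern Cdh16 and the kidney development genes, that on mesenchymal and stromal cells was chosen before its result was seen and the others after. The rule by which the tests on the kidney development genes were read as undecided was written after their values were seen.

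Some genes of early embryonic, extraembryonic, germ and neural cell types were lower in KSP-positive cells, in the same arrays in which the pluripotency genes fell. Of the 21 genes that fell in these 5 lists, 3 are in the pluripotency list too (Sox2, Prdm14 and Dppa3) and 3 are in more than 1 of the 5 lists (Eomes, Tfap2c and Cdx2). Of 34 genes of yolk sac and definitive endoderm, 9 fell, none rose and 25 did not pass the test (17 lower and 1 higher when adjusted over the list alone), with a median log2 difference of -1.63 (camera adjusted p = 1.2e-08, adjusted p = 0.366 with an estimated correlation). Spink1 had a difference of -2.50 (adjusted p = 0.0161 from limma) and Foxa1, a transcription factor of endoderm, one of -2.08 (adjusted p = 0.0170). Of 12 primitive streak genes, Eomes, Mixl1 and Lhx1 fell and none rose (5 lower and 1 higher when adjusted over the list alone), with a median of -0.95 (camera adjusted p = 0.0157, adjusted p = 0.366 with an estimated correlation) and of 0.12 with a filter at the 60th percentile. Eomes, which directs mesendoderm and trophoblast, had a difference of -3.06 (adjusted p = 0.00736). Mixl1, a factor of the primitive streak, had one of -3.59 (adjusted p = 0.0155; 0.101 without KSP-negative replicate 2). Of 12 trophoblast genes, 3 fell and none rose (6 lower and 1 higher when adjusted over the list alone), with a median of -0.88 (camera adjusted p = 0.00154, adjusted p = 0.366 with an estimated correlation), and those that fell were Eomes, Cdx2 and Tfap2c. Tfap2c, a factor of trophoblast and germ cells, had a difference of -2.80 (adjusted p = 0.00918), and Cdx2, a factor of trophoblast, one of -1.89 (adjusted p = 0.0391; 0.0958 without KSP-positive replicate 1, 0.186 without KSP-negative replicate 2, 0.0596 without the intensity trend and 0.0555 with quantile normalization). Of 12 germ cell genes, 4 fell and none rose (5 lower when adjusted over the list alone), with a median of -1.27 (camera adjusted p = 7.9e-05, adjusted p = 0.366 with an estimated correlation). Those that fell were Tfap2c, Prdm14, Tex19.1 and Dppa3, and without KSP-negative replicate 2 the last 3 had an adjusted p of 0.129, 0.188 and 0.281 (0.0523 for Dppa3 with quantile normalization). Of 26 neuron and neural progenitor genes, 5 fell, Ncam1 rose and 20 did not pass the test (7 lower and 1 higher when adjusted over the list alone), with a median of -0.67 (camera adjusted p = 9.6e-06, adjusted p = 0.366 with an estimated correlation). Sox2, a factor of neural progenitors and ES cells, was 7.82-fold lower (adjusted p = 0.00535). The others that fell were Otx2, Stmn2, Stmn3 and Dll3, of which Stmn3 and Dll3 were chosen after their values were seen; the adjusted p without KSP-negative replicate 2 was 0.138 for Otx2 and 0.116 for Stmn2, 0.0634 for Stmn2 without KSP-negative replicate 1, 0.108 for Stmn2 with the mean of a gene's probe sets and 0.0566 for Otx2 without the intensity trend. Ncam1, a neural cell adhesion molecule, had a difference of 1.66 (adjusted p = 0.0347; 0.132 without KSP-positive replicate 1, 0.112 without KSP-negative replicate 2, 0.129 with the mean of a gene's probe sets and 0.0743 without the intensity trend).

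Of 24 genes of the Activin and Nodal pathway, 5 fell, none rose and 19 did not pass the test (8 lower and 2 higher when adjusted over the list alone), with a median of -0.12 (camera adjusted p = 0.0515, adjusted p = 0.366 with an estimated correlation). In this list 9 genes were more than 2-fold lower (Fisher's exact test, two-sided, adjusted p = 2.6e-04). Camera's adjusted p was under 0.05 with the values as deposited (0.00393) and with the floor at the 40th percentile (0.0426). With the replicate number as a block it was 0.0265. The median was -0.12 and -0.23 without KSP-positive replicates 1 and 2, and -0.16 and -0.081 without KSP-negative replicates 1 and 2. Nodal, Tdgf1 and Lefty2 are in the pluripotency list too. Nodal was 8.75-fold lower (adjusted p = 0.00725) and Tdgf1, its coreceptor, 12.8-fold lower (adjusted p = 0.0147). The others that fell were Eomes, Fst and Lefty2, a Nodal antagonist (adjusted p = 0.0260; 0.176 without KSP-negative replicate 2, where Fst had 0.155, and 0.0829 for Fst without KSP-positive replicate 2). Of 33 Wnt pathway genes, Dkk2, Dkk3 and Wnt2 rose and none fell (4 higher and 1 lower when adjusted over the list alone), with a median of -0.05 against a mean of 0.07 (camera adjusted p = 0.788). Sp5, a member of this list, had a difference of -2.50 (adjusted p = 0.0570). It passed as lower with the values as deposited (0.00121), with robust empirical Bayes (0.0431) and with the replicate number as a block (0.0139). Dkk3, a secreted relative of Wnt inhibitors, had a difference of 2.52 (adjusted p = 0.0267; 0.0574 without the intensity trend). Dkk2, a secreted Wnt inhibitor, had one of 2.13 (adjusted p = 0.0240; 0.0642 without KSP-negative replicate 2 and 0.0518 without the intensity trend), and Wnt2, a ligand, one of 2.23 (adjusted p = 0.0309; 0.0929 without KSP-negative replicate 2 and 0.0578 without the intensity trend). Hgf, which encodes the growth factor tested in Fig. 3, had a log2 difference of 2.61 (adjusted p = 0.0633). It passed the test with the values as deposited (adjusted p = 0.00195) and with the replicate number as a block (adjusted p = 7.3e-04). The difference of Hgf was 1.80 and 3.42 without KSP-positive replicates 1 and 2. It was 3.65 and 1.57 without KSP-negative replicates 1 and 2. Igf1 had a difference of 1.49 (adjusted p = 0.0570). Its adjusted p was 0.0363 with the mean of its probe sets, 0.0468 with robust empirical Bayes and 0.0139 with the replicate number as a block. The difference of Igf1 was 1.85 without KSP-positive replicate 1 and 1.68 without KSP-negative replicate 1. Their receptors Met and Igf1r had -0.84 (adjusted p = 0.322) and 0.24 (adjusted p = 0.807).

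Of 30 endothelial genes, limma called 0 over all genes and 0 when adjusted over the list alone (1 higher and 2 lower at an unadjusted p under 0.05), and the median was 0.14 (camera adjusted p = 0.788). It was 1.15 without KSP-positive replicate 1 (adjusted p = 1.4e-10) and -0.79 without KSP-positive replicate 2 (adjusted p = 2.2e-05), so the KSP-positive replicates differed from each other in these genes. Lyve1 of the endothelial list had a log2 difference of 2.27 (adjusted p = 0.0803). It passed as higher with the values as deposited (0.00954), with the mean of its probe sets (0.0335) and with the replicate number as a block (0.0309). Etv2 and Sox17 passed as lower with that block (adjusted p = 0.0404 and 0.0368). Of 11 erythroid genes, Car2 fell and none rose (1 higher and 1 lower when adjusted over the list alone; median -0.64, camera adjusted p = 0.0815). The erythroid median was -0.73 with the values as deposited (camera adjusted p = 0.0268). It was -0.83 without KSP-positive replicate 2, -1.15 without KSP-negative replicate 1 and -0.11 without KSP-negative replicate 2. With the replicate number as a block camera's adjusted p was 0.0364 for the erythroid list. Of 11 skeletal muscle genes, limma called 0 over all genes and 1 lower when adjusted over the list alone (3 lower at an unadjusted p under 0.05). The median was -0.40 (camera adjusted p = 0.139). Mylpf had a difference of -2.07 (adjusted p = 0.0629). It passed as lower with the values as deposited (0.00681), with robust empirical Bayes (0.0487) and with the replicate number as a block (0.0156). In this list 3 genes were more than 2-fold lower (Fisher's exact test, adjusted p = 0.139), and 4 with the mean of a gene's probe sets (0.0202). Without KSP-positive replicates 1 and 2 in turn, 4 and 5 were. Of 16 genes of cartilage, bone and fat cells, Fabp4 and Mgp rose and none fell (5 higher when adjusted over the list alone; median 0.24, camera adjusted p = 0.0629), and 5 were more than 2-fold higher (Fisher's exact test, two-sided, adjusted p = 0.0286; 0.110 without KSP-positive replicate 1, 0.0724 with the values as deposited and 0.0635 with no filter). The median of this list was 1.36 with a filter at the 60th percentile (adjusted p = 9.2e-05). With the values as deposited it was 0.15 (adjusted p = 0.0428). It was 0.39 without KSP-positive replicate 2 and 0.33 without KSP-negative replicate 1. With the replicate number as a block camera's adjusted p was 0.0415, and over the alternatives it ran up to 0.484. Fabp4, a fatty acid-binding protein of fat cells and macrophages, had a log2 difference of 2.57 (adjusted p = 0.0129), and Mgp, a matrix protein of cartilage, one of 2.12 (adjusted p = 0.0412; 0.0907 without KSP-positive replicate 2, 0.106 without KSP-negative replicate 2, 0.0515 with the mean of a gene's probe sets, 0.0765 without the intensity trend and 0.0539 with quantile normalization). Of 34 proliferation genes, limma called 0 over all genes and 0 when adjusted over the list alone (6 lower at an unadjusted p under 0.05), with a median of -0.49 (camera adjusted p = 0.00100, adjusted p = 0.537 with an estimated correlation). In this list 2 genes were more than 2-fold lower, and 10 without KSP-negative replicate 1. Ccne1 and Plk1 passed as lower with the replicate number as a block (adjusted p = 0.0327 and 0.0346). Of 35 genes of the dissociation and stress response, 3 fell and none rose (3 higher and 5 lower when adjusted over the list alone; median 0.36, camera adjusted p = 0.128, with 0.0330 under quantile normalization and 0.0390 with no filter; without KSP-positive replicate 1, 8 were more than 2-fold higher, Fisher's exact test, adjusted p = 0.0182). Those that fell were Pmaip1 with a difference of -2.36 (adjusted p = 0.0203), Asns, which was 3.99-fold lower (adjusted p = 0.0346; 0.157 without KSP-positive replicate 1, 0.0608 without KSP-negative replicate 2 and 0.0743 without the intensity trend) and Gadd45a with -1.72 (adjusted p = 0.0472; 0.262 without KSP-positive replicate 1, 0.0983 without KSP-negative replicate 1, 0.0569 without KSP-negative replicate 2, 0.0530 with the floor at the 40th percentile, 0.0510 with the mean of a gene's probe sets, 0.0826 without the intensity trend and 0.0632 with quantile normalization). Of 22 ribosomal protein genes, limma called 0 over all genes and 0 when adjusted over the list alone (0 at an unadjusted p under 0.05; median 0.02, camera adjusted p = 0.788; -0.07 with the values as deposited). Wnt4, Bmp7 and Kdr had log2 differences of -0.17 (adjusted p = 0.867), -0.16 (adjusted p = 0.887) and 0.41 (adjusted p = 0.679), and Cdh17 lay at the floor in all 4 arrays.

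The Cdh16 signal did not pass the test between fractions that were sorted on its protein. An exchange of the fractions between the paper and the deposited table is argued against, since 100% of the 19 genes of Fig. 2b had a higher mean in the samples named KSP-positive. A candidate explanation that stays open is a probe set too dim to show a difference, since its mean lay at the 40.4th percentile of all probe sets. That position alone cannot decide it, because the probe set of Osr1, at the 36.7th percentile, showed no overlap between the fractions. A difference between Cdh16 RNA and KSP protein on the cell surface was not tested.

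The over-representation of kidney development genes may rest on members that the study chose on these samples, or on a larger share of mesenchymal and stromal cells, and these cannot be told apart. Without the Fig. 2b genes it was not found (Fisher's exact test, two-sided, unadjusted p = 0.356), but those genes were chosen because they were higher on these arrays, so taking them out lowers the count by construction. Of the members left, 3 of the 8 in a stromal, mesenchymal or smooth muscle list were still more than 2-fold higher (Fisher's exact test, unadjusted p = 0.0205), against 4 of the 57 in none (p = 1), a count lowered in the same way. Of the 68 list members in no stromal, mesenchymal or smooth muscle list, 12 were more than 2-fold higher, with 5.38 expected (Fisher's exact test, p = 0.0102), but 11 of the 68 are Fig. 2b genes, so leaving them in raises that count by construction.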
